A study of Mus musculus with 48 samples.

How the data were processed

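RNA sequencing had been done on snap-frozen liver, BAT and eWAT of male littermate mice with and without a hepatocyte deletion of Agt, fed a Western diet over 12 weeks and housed at RT or TN. Per the labels, RNA was extracted with a Maxwell RSC simplyRNA kit, libraries were made with NEBNext Ultra, and paired-end reads were taken on an Illumina NovaSeq instrument. The values used are the raw counts per gene and library deposited by the authors, who give neither the aligner, the counting tool, the genome build, the annotation nor the strand setting. The count table holds 56748 Ensembl identifiers, of which 52073 (91.8%) had a name in the reference gene table, and genes with a name held at least 94.9% of the counts of every library. Values were whole numbers and were checked to be unnormalised counts. Symbols were taken from that table, and no coordinates are given. Total counts per library, in megacounts (M), had medians of 29.9 M in liver, 30.7 M in BAT and 34.5 M in eWAT. Where all libraries of a group had 0 counts, the floor was set at 3 counts per library.

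Groups were taken from tissue, genotype and housing temperature in the labels, giving 12 groups of 4 libraries. Each tissue was fitted separately over its 16 libraries in R 4.3.3 with edgeR 4.0.16, using TMM scaling, filterByExpr with a minimum count of 10, 1 mean per group, and robust quasi-likelihood F tests. This left 17594 genes in liver, 18032 in BAT and 18933 in eWAT. The 5 comparisons per tissue were the genotype effect at RT and at TN, the temperature effect in WT and in KO, and their interaction. P values are two-sided and were adjusted by Benjamini-Hochberg within a comparison, with a threshold of 0.05. Each SE of a log2 change was derived as its absolute value divided by the square root of the F statistic. Whether the genotype effect differed between tissues was tested by an F test over the 24 libraries of a housing temperature. CPM values shown are TMM-scaled, except for marker sums, which use plain library totals.

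The rule for naming genes was set before the data were examined, as were the 9 gene lists and the marker lists. Agt was always named. In each comparison up to 5 genes per direction were taken, those with the largest change among called genes with a mean of at least 1 CPM over the libraries compared, no overlap between the groups, and a symbol not of the Gm or Rik type. Ucp1 in BAT, Fasn, Scd1, Srebf1, Cd36, Cidec and Plin2 in liver, and Lep and Adipoq in eWAT were fixed as well. Genes of the lists with an adjusted p under 0.05 over the list alone are summarised as counts. Some genes that the rule selects are not reported here. The lists covered the renin-angiotensin system, thermogenesis, lipogenesis, fatty acid oxidation, lipid storage, cholesterol synthesis, fibrosis, macrophages and inflammation, and mature adipocytes. They were tested with camera (correlation 0.01) and fry from limma 3.58.1. Marker lists were for epididymis, skeletal muscle, hepatocytes, and lymph node and B cells.

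The alternatives set in advance were RLE scaling, no filter on low counts, a filter of at least 1 CPM in 4 libraries, DESeq2 1.42.0, a fit to only the 8 libraries compared, leaving out each library in turn, the replicate number as a block in the comparison of tissues, fry, and camera with an estimated correlation. Chosen after seeing the data were the stricter filter and leaving out libraries for the agreement of temperature effects, and marker sums as covariates. Each comparison was also repeated over other splits of the same libraries. The procedure was tested on simulated data. Read-level questions, such as which exons of Agt remained, were not analysed here because only gene counts were used.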

Results

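Gene expression was measured by RNA sequencing in liver, brown adipose tissue (BAT) and epididymal white adipose tissue (eWAT) of male mice in which angiotensinogen (Agt), the precursor of the angiotensin peptides, had been deleted in hepatocytes (hepAGT-/-, here KO) and in littermates without the deletion (hepAGT+/+, here WT). All mice ate a Western diet (milk fat 21%, cholesterol 0.2%) over 12 weeks, either at room temperature (RT, 20 to 22 °C) or at thermoneutrality (TN, 30 °C), where a mouse spends little energy on keeping warm. The 48 libraries formed 12 groups of 4, with 16 libraries per tissue. Total counts per library, in megacounts (M), ran from 23.7 to 36.5 M in liver, from 25.3 to 39.4 M in BAT and from 28.7 to 43.7 M in eWAT. In eWAT at RT the mean total was 31.6 ± 1.09 M (SD, n = 4) in KO and 35.7 ± 1.28 M in WT. The 10 most abundant genes took 26.9% to 40.2% of the counts in BAT, 16.2% to 22.5% in eWAT and 15.7% to 20.6% in liver. Levels are given as CPM (counts per megacount of library total) scaled by the trimmed mean of M values (TMM), as mean ± SD over the 4 libraries of a group, and changes as the log2 fold change KO minus WT or TN minus RT from edgeR. A gene was called when its edgeR quasi-likelihood p, adjusted by Benjamini-Hochberg over all genes tested in the tissue, was under 0.05. In every called gene named here by the selection rule, the 4 libraries of one group lay wholly above the 4 of the other. The genome build is not stated for these counts, so no coordinates are given.

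The targeted gene, Agt (ENSMUSG00000031980), was examined first in each tissue. In liver at RT its level was 368 ± 75.5 CPM (SD, n = 4) in WT and 167 ± 26.8 CPM in KO, a log2 change of -1.14 (SE 0.18, adjusted p 0.0096). At TN it was 410 ± 86.5 CPM in WT and 167 ± 33.8 CPM in KO, a log2 change of -1.29 (SE 0.18, adjusted p 0.00113). The 4 KO libraries lay below the 4 WT libraries at both temperatures, and the KO libraries kept 125 to 207 CPM. The interaction of genotype and temperature for Agt in liver was -0.16 on the log2 scale (adjusted p 0.936). Of the alternatives tried, leaving out WT RT replicate 18 or KO TN replicate 22 moved the liver changes most, to -1.25 and -1.42. In eWAT, Agt was not called at either temperature. Its level there was 92.4 ± 25.7 CPM in WT and 157 ± 30.4 CPM in KO at RT (log2 change 0.76, SE 0.54, adjusted p 0.531, the groups not overlapping), and 65.9 ± 51.3 CPM in WT and 170.5 ± 44.1 CPM in KO at TN (log2 change 1.37, SE 0.54, adjusted p 0.284, the groups overlapping). In BAT, Agt was lower than in liver or eWAT. At RT its level there was 0.837 ± 0.971 CPM in WT and 1.26 ± 2.03 CPM in KO. At TN it was 2.01 ± 0.378 CPM in WT and 2.80 ± 3.69 CPM in KO. The sign of its change in BAT rested on single libraries. At RT the log2 change of 0.57 (adjusted p 0.841, groups overlapping) became -1.74 without KO RT replicate 9, and at TN that of 0.48 (adjusted p 0.999, groups overlapping) became -0.99 without KO TN replicate 2. Replicate 9 had the most hepatocyte transcripts of its BAT group, as had KO TN replicate 2.

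**Figure D1:**
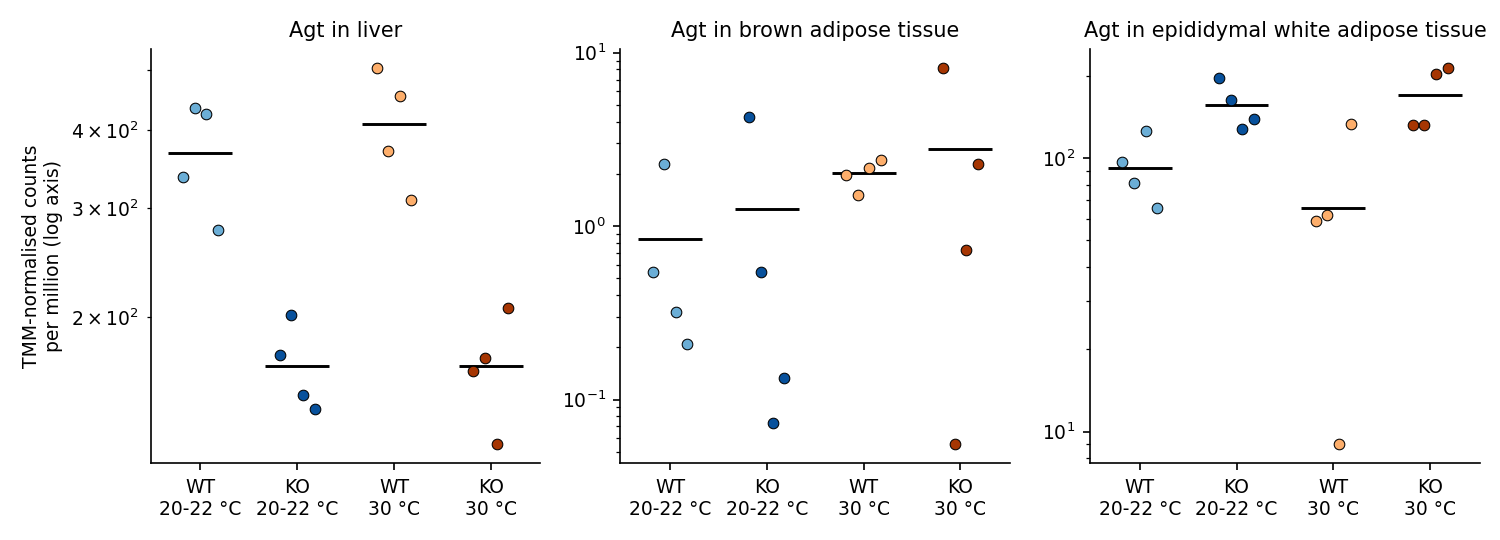
Agt in CPM (TMM-scaled, log axis) for WT and KO mice at 20-22 °C and 30 °C, with 1 panel per tissue; points are the 4 libraries of a group and lines their means. In liver the KO libraries lie at 125 to 207 CPM, below all WT libraries (276 to 504 CPM), while the groups overlap in BAT.

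Whether the deletion changed the liver transcriptome was asked separately at each housing temperature. At RT, edgeR called 15 of 17594 genes, 3 higher and 12 lower in KO, and 1799 genes had an unadjusted p under 0.05 against 880 expected by chance. DESeq2 moved this count most, to 203, which included the same 15 genes. Leaving out 1 library gave between 4 genes (without WT RT replicate 18) and 19 (without WT RT replicate 12). The genes with the largest decreases were Cntnap1 (ENSMUSG00000017167), at 7.92 ± 1.54 CPM (SD, n = 4) in WT and 1.96 ± 0.708 CPM in KO (log2 change -2.01, SE 0.33, adjusted p 0.0129), and Smpd3 (ENSMUSG00000031906), at 13.9 ± 2.63 CPM and 4.70 ± 1.02 CPM (log2 change -1.57, SE 0.22, adjusted p 0.00337). Tceal8 (ENSMUSG00000051579) fell by 1.21 on the log2 scale, and Clstn3 (ENSMUSG00000008153) fell by 1.2012. Apom (ENSMUSG00000024391) rose from 86.7 ± 12.0 CPM to 166 ± 24.9 CPM (log2 change 0.94, SE 0.18, adjusted p 0.0445) and Cbx7 (ENSMUSG00000053411) by 1.06. Of these named genes, Agt and Smpd3 kept their call whichever single library was left out. Without KO RT replicate 9 the adjusted p of Cntnap1 was 0.0659 (range over its alternatives 1.37e-05 to 0.0659), and without KO RT replicate 16 that of Apom was 0.155 (range 0.000614 to 0.155).

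At TN, edgeR called 560 of 17594 genes in liver, 235 higher and 325 lower in KO (3099 at an unadjusted p under 0.05, 880 expected by chance). Of the 560, 123 changed at least 2-fold, 88 higher and 35 lower. The majority of called genes was lower in each alternative except leaving out KO TN replicate 2, which gave 195 higher and 163 lower. DESeq2 called 1111, and leaving out 1 library gave from 178 (without KO TN replicate 4) to 497 (without KO TN replicate 5). Ppp1r3b (ENSMUSG00000046794) was at 497 ± 110.5 CPM (SD, n = 4) in WT and 188 ± 55.3 CPM in KO (log2 change -1.40, SE 0.26, adjusted p 0.00982), and Sulf2 (ENSMUSG00000006800) at 42.5 ± 4.03 CPM and 16.7 ± 5.22 CPM (log2 change -1.34, SE 0.23, adjusted p 0.00473). The other decreases selected by size were Aqp4 (ENSMUSG00000024411, -1.38), Fbxo40 (ENSMUSG00000047746, -1.57) and Scd3 (ENSMUSG00000025202, -3.36), for which DESeq2 gave no adjusted p. Selected increases included Enho (ENSMUSG00000028445, 2.68), S100a8 (ENSMUSG00000056054, 2.42), Serpina3g (ENSMUSG00000041481, 2.36) and Rpl17 (ENSMUSG00000062328, 2.03). Reads shared between close paralogs or pseudogenes were not resolved for Scd3, Serpina3g and Rpl17. The calls of S100a8, Scd3, Fbxo40 and Aqp4 were lost when particular single libraries were left out.

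Since the study concerns hepatic steatosis, 6 genes of lipid synthesis and storage were fixed for liver. Scd1 (ENSMUSG00000037071) at TN was at 44360 ± 6281 CPM (SD, n = 4) in WT and 21590 ± 6169 CPM in KO (log2 change -1.04, SE 0.21, adjusted p 0.0102, KO below WT in all libraries), whereas at RT its change of -0.59 was not called (adjusted p 0.289, groups overlapping). The interaction for Scd1 was -0.45 (adjusted p 0.793). Cd36 (ENSMUSG00000002944) fell from 151 ± 36.6 CPM to 69.5 ± 19.9 CPM at RT (log2 change -1.11, SE 0.23, adjusted p 0.0826) and from 226 ± 48.6 CPM to 105.5 ± 25.8 CPM at TN (log2 change -1.10, SE 0.23, adjusted p 0.0159), with no overlap at either temperature and an interaction of 0.02 (adjusted p 0.997). Without WT TN replicate 6 the adjusted p of Cd36 at TN was 0.0544 (range over its alternatives 0.000237 to 0.0544). Plin2 (ENSMUSG00000028494) was at 657 ± 148 CPM in WT and 404 ± 61.4 CPM in KO at RT (log2 change -0.70, adjusted p 0.124, no overlap) and at 761 ± 179 CPM and 531 ± 28.1 CPM at TN (log2 change -0.52, adjusted p 0.0878, overlapping in part). The highest Plin2 value at RT, 877 CPM, was that of WT RT replicate 11. Cidec (ENSMUSG00000030278) was at 50.7 ± 27.7 CPM and 6.89 ± 5.23 CPM at RT (log2 change -2.89, adjusted p 0.194, no overlap), and at 87.8 ± 53.8 CPM and 21.3 ± 11.8 CPM at TN (log2 change -2.05, adjusted p 0.152, overlapping in part). Over the alternatives the adjusted p ranged from 0.00052 to 0.193 for Cd36 at RT, from 0.00879 to 0.297 for Plin2 at RT and 0.0443 to 0.262 at TN, and from 0.0066 to 0.374 for Cidec at RT and 0.0431 to 0.298 at TN. The lowest of each was that of DESeq2, which thus called all of these, while under the settings for scaling and filtering edgeR called, of these, only Plin2 at RT without a filter on low counts (adjusted p 0.0474). Fasn (ENSMUSG00000025153) and Srebf1 (ENSMUSG00000020538) were called by neither tool. The Fasn change at TN, -1.59 (adjusted p 0.182, groups overlapping), was -0.67 without WT TN replicate 24, whose level was 4170 CPM.

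**Figure D2:**
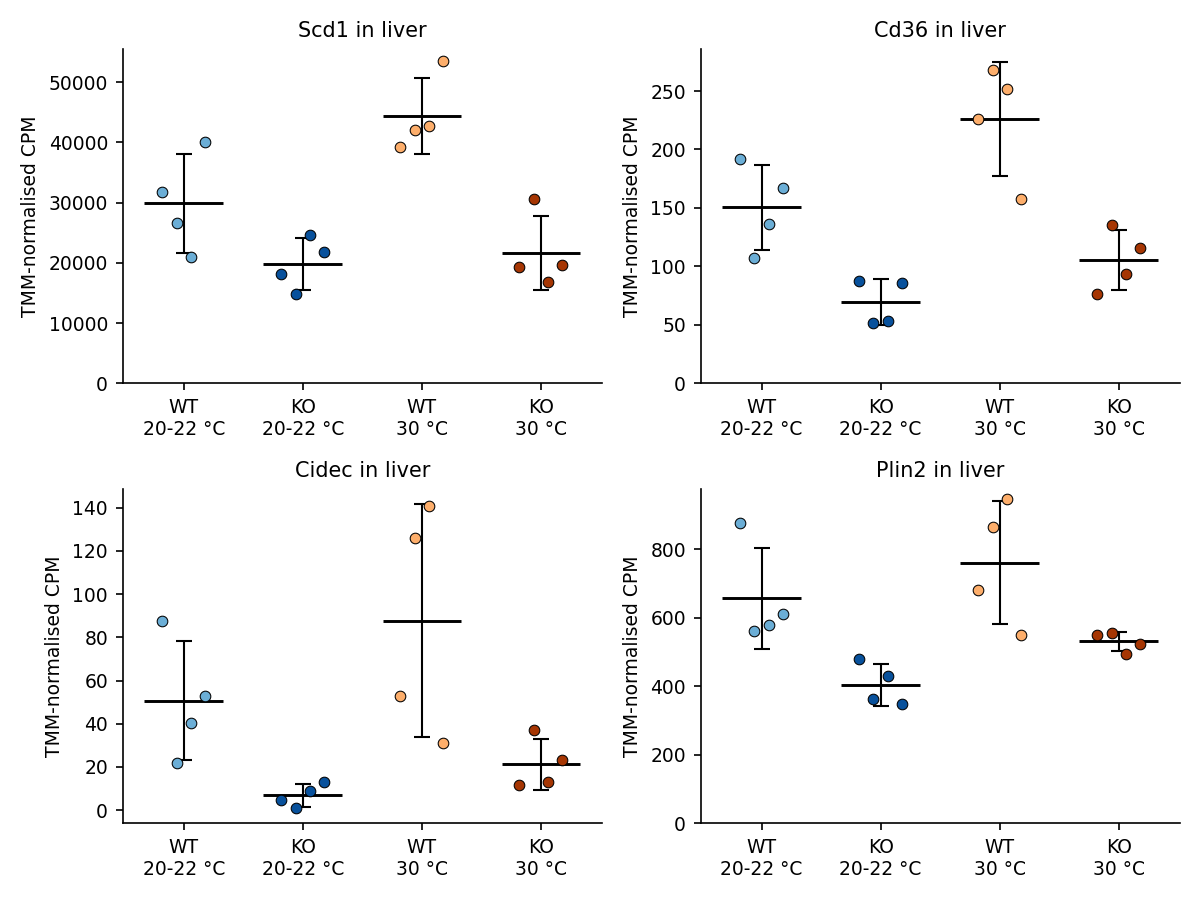
Scd1, Cd36, Cidec and Plin2 in liver in CPM (TMM-scaled, linear axes) for WT and KO mice at 20-22 °C and 30 °C; points are the 4 libraries of a group, lines their means and bars the SD. Mean levels are lower in KO than in WT in every panel and at both temperatures, and for Cd36 the groups do not overlap at either.

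The effect of thermoneutral housing on liver was tested within each genotype. In WT, edgeR called 4 genes, all lower at TN (1276 at an unadjusted p under 0.05), and in KO it called 20, 18 higher and 2 lower (1849 at an unadjusted p under 0.05). DESeq2 called 75, 33 higher and 42 lower, in WT and 362 in KO. Fitting only the 8 libraries compared gave 7 higher and 6 lower in KO. Leaving out 1 library gave 2 genes (without WT TN replicate 6) to 23 (without WT TN replicate 24, 13 higher and 10 lower) in WT, and 0 (without KO RT replicate 9, among others) to 153 (without KO TN replicate 22) in KO. Serpine2 (ENSMUSG00000026249) fell in both genotypes, from 21.3 ± 2.23 CPM (SD, n = 4) to 6.26 ± 1.26 CPM in WT (log2 change -1.77, SE 0.23, adjusted p 0.00134) and from 12.8 ± 3.24 CPM to 5.17 ± 1.29 CPM in KO (log2 change -1.31, SE 0.22, adjusted p 0.0304). Mup9 (ENSMUSG00000078686), which belongs to a family of near-identical genes among which reads may be shared, fell from 203 ± 142 CPM to 1.45 ± 1.15 CPM in WT and from 121 ± 27.0 CPM to 3.61 ± 0.908 CPM in KO. Its call in WT (adjusted p 0.00842, log2 change -7.15, SE 0.83) was lost without WT TN replicate 6 (adjusted p 0.0603, range over its alternatives 1.04e-23 to 0.221). Mup-ps13 (ENSMUSG00000095532, -1.15) and Cela1 (ENSMUSG00000023031, -1.07) were the other genes called in WT, and the call of Cela1 was lost without WT RT replicate 12 (adjusted p 0.0654, range over its alternatives 9.6e-06 to 0.134). The selected increases in KO were Myo1g (ENSMUSG00000020437, 2.05), Cmklr1 (ENSMUSG00000042190, 1.81), Cntnap1 (1.80), Rgs2 (ENSMUSG00000026360, 1.71) and Soat1 (ENSMUSG00000026600, 1.69). All of the calls named in KO were lost without KO TN replicate 4 or KO TN replicate 5, each of which left 0 genes called. The KO RT libraries enter both this comparison and the genotype comparison at RT, so that the fall of Cntnap1 in the latter and its rise here are not independent. No gene was called by edgeR for the interaction of genotype and temperature in liver, with 1290 at an unadjusted p under 0.05, 880 expected by chance, a lowest adjusted p of 0.399 and 17 genes called by DESeq2. A difference of the genotype effect between temperatures was therefore not shown for any single gene by edgeR.

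**Figure D3:**
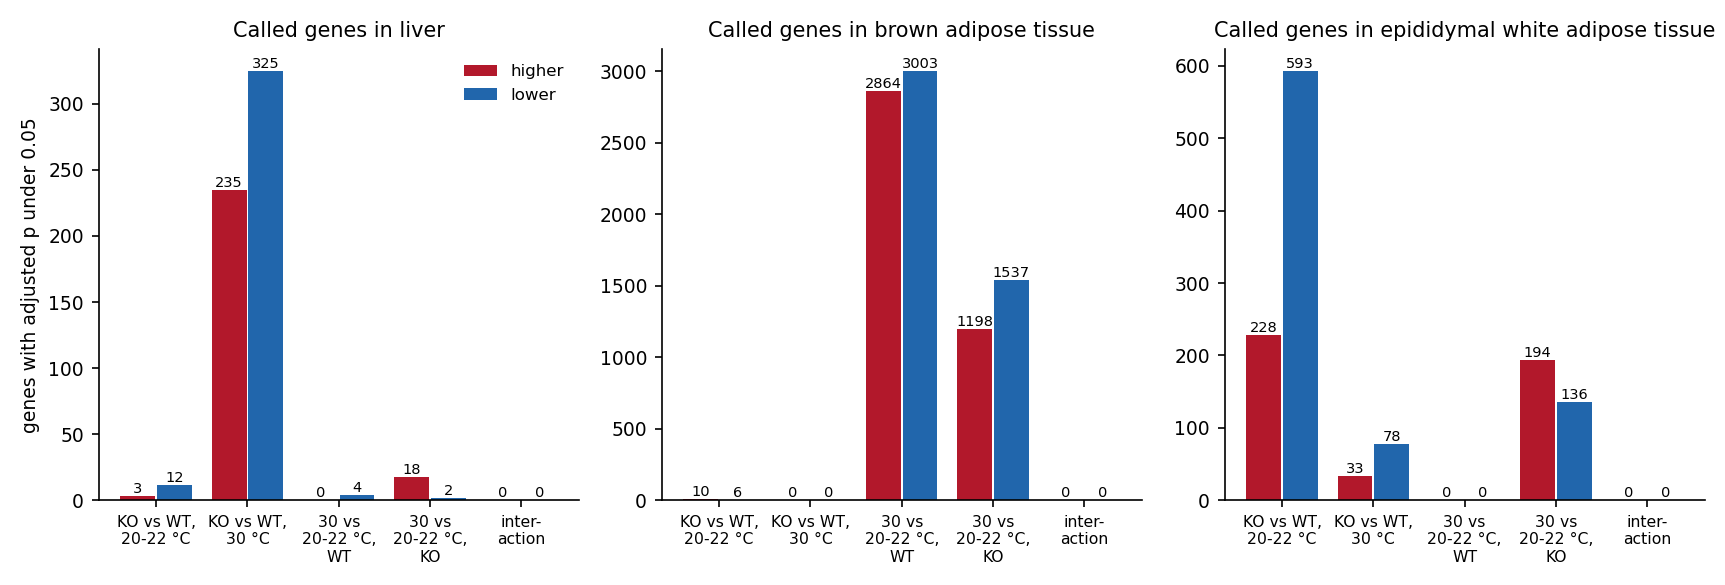
Number of genes called by edgeR (adjusted p under 0.05) in each comparison and tissue, split into those higher and those lower. BAT shows the most for housing temperature (5867 in WT and 2735 in KO) and eWAT the most for genotype (821 at RT).

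In BAT, whose heat production is driven by cold, the genotype comparison asked whether loss of the hepatocyte gene reached a tissue that kept its own Agt gene. At RT edgeR called 16 of 18032 genes, 10 higher and 6 lower in KO, with 3507 at an unadjusted p under 0.05 against 902 expected by chance. All had an adjusted p close to the threshold, and the count depended on the processing. DESeq2 called 981, scaling by relative log expression (RLE) gave 0 (3530 at an unadjusted p under 0.05), and leaving out 1 library gave 0 (without KO RT replicate 10, among others) to 1979 (without WT RT replicate 12). Lep (ENSMUSG00000059201) was at 121 ± 35.9 CPM (SD, n = 4) in WT and 26.5 ± 12.2 CPM in KO (log2 change -2.19, SE 0.37, adjusted p 0.0499) and Hspa12a (ENSMUSG00000025092) at 45.6 ± 13.2 CPM and 15.7 ± 4.66 CPM (log2 change -1.53, SE 0.26, adjusted p 0.0499). Other selected genes included Hcn2 (ENSMUSG00000020331, 2.38), Ankrd33b (ENSMUSG00000022237, 2.35), Herc6 (ENSMUSG00000029798, 2.25) and Smad7 (ENSMUSG00000025880, 1.66), which were higher, and Tmem45b (ENSMUSG00000041737, -1.56), Sucnr1 (ENSMUSG00000027762, -1.22) and Rpl17-ps10 (ENSMUSG00000081895, -1.04), which were lower. Rpl17-ps10 is a pseudogene for which shared reads were not resolved. At TN edgeR called 0 genes in BAT (945 at an unadjusted p under 0.05, 902 expected by chance, lowest adjusted p 0.403) and DESeq2 20. The interaction also gave 0 genes by edgeR (1832 at an unadjusted p under 0.05, 902 expected by chance) and 21 by DESeq2, and without WT RT replicate 12 edgeR called 21, so that with all libraries a difference of the genotype effect between temperatures was not shown for any single gene by edgeR. Ucp1 (ENSMUSG00000031710) was not called between genotypes at RT (log2 change -0.30, adjusted p 0.704, groups overlapping) or at TN (-0.19, adjusted p 0.999, groups overlapping), and its change at TN was 0.38 without WT TN replicate 24.

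Housing temperature gave the largest number of called genes in BAT. In WT, 5867 genes were called, 2864 higher and 3003 lower at TN, and in KO 2735, 1198 higher and 1537 lower. DESeq2 called 6639 and 3436. In WT the majority was higher with RLE scaling (2955 higher and 2919 lower), DESeq2 (3489 and 3150) and no filter on low counts (2577 and 2563). It was also higher without WT RT replicate 12 (3341 and 3140), and lower in every other alternative. In KO only leaving out KO TN replicate 4 gave a majority higher (995 and 951). The median over all genes tested moved by 0.112 in WT on the log2 scale with TMM scaling, by 0.125 with RLE scaling and by 0.132 without a filter on low counts, against 0.0403 with TMM in KO, and changes are to be read relative to it. Ucp1, which encodes the uncoupling protein of brown fat, fell from 8016 ± 2481 CPM (SD, n = 4) to 2208 ± 1481 CPM in WT (log2 change -1.86, SE 0.39, adjusted p 0.00175) and from 6514 ± 1724 CPM to 1929 ± 700 CPM in KO (log2 change -1.76, SE 0.39, adjusted p 0.00568), without overlap in either genotype and with an interaction of 0.10 (adjusted p 0.963). Elovl3 (ENSMUSG00000038754) fell from 270 ± 72.1 CPM to 1.81 ± 1.82 CPM in WT (log2 change -7.22, SE 0.99, adjusted p 0.000196) and from 409 ± 172 CPM to 1.00 ± 0.886 CPM in KO (log2 change -8.66, SE 1.06, adjusted p 0.000215), where KO RT replicate 10 stood apart at 666 CPM. Cpne9 (ENSMUSG00000030270) rose from 0.102 ± 0.0821 CPM to 7.28 ± 2.88 CPM in WT (log2 change 6.07) and from 0.160 ± 0.173 CPM to 4.67 ± 1.45 CPM in KO (log2 change 4.82). Rspo4 (ENSMUSG00000032852) fell from 8.64 ± 5.17 CPM to a mean of 0.03 CPM in WT, where TN replicate 24 alone had counts (0.12 CPM). In KO it fell from 4.44 ± 1.76 CPM to 0 in all 4 TN libraries, which at 3 counts per library allows up to 0.0871 CPM and makes the fall at least 50.9-fold. Akr1cl (ENSMUSG00000025955) rose from 0.132 ± 0.159 CPM to 15.3 ± 13.0 CPM in WT. In KO it rose from 0 in all 4 RT libraries, a floor of up to 0.110 CPM at 3 counts per library, to 6.78 ± 4.20 CPM, at least 61.6-fold. Such floors cover counting error only.

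Further genes selected by size in BAT at TN were, in WT, Tnc (ENSMUSG00000028364, 5.84), Padi2 (ENSMUSG00000028927, 5.51), Igha (ENSMUSG00000095079, 5.39), Atp4b (ENSMUSG00000031449, -7.50), Slc15a5 (ENSMUSG00000044378, -7.24) and BC049352 (ENSMUSG00000091996, -5.21), and in KO Fras1 (ENSMUSG00000034687, 6.35), Rgs1 (ENSMUSG00000026358, 5.73), Prr32 (ENSMUSG00000037086, 5.10), Hephl1 (ENSMUSG00000031936, -5.29), Fam131c (ENSMUSG00000006218, -5.13) and Cpne5 (ENSMUSG00000024008, -5.12), all as log2 changes. The call of Padi2 was lost without a filter on low counts (adjusted p 0.0803, range over its alternatives 0.00123 to 0.119).

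**Figure D4:**
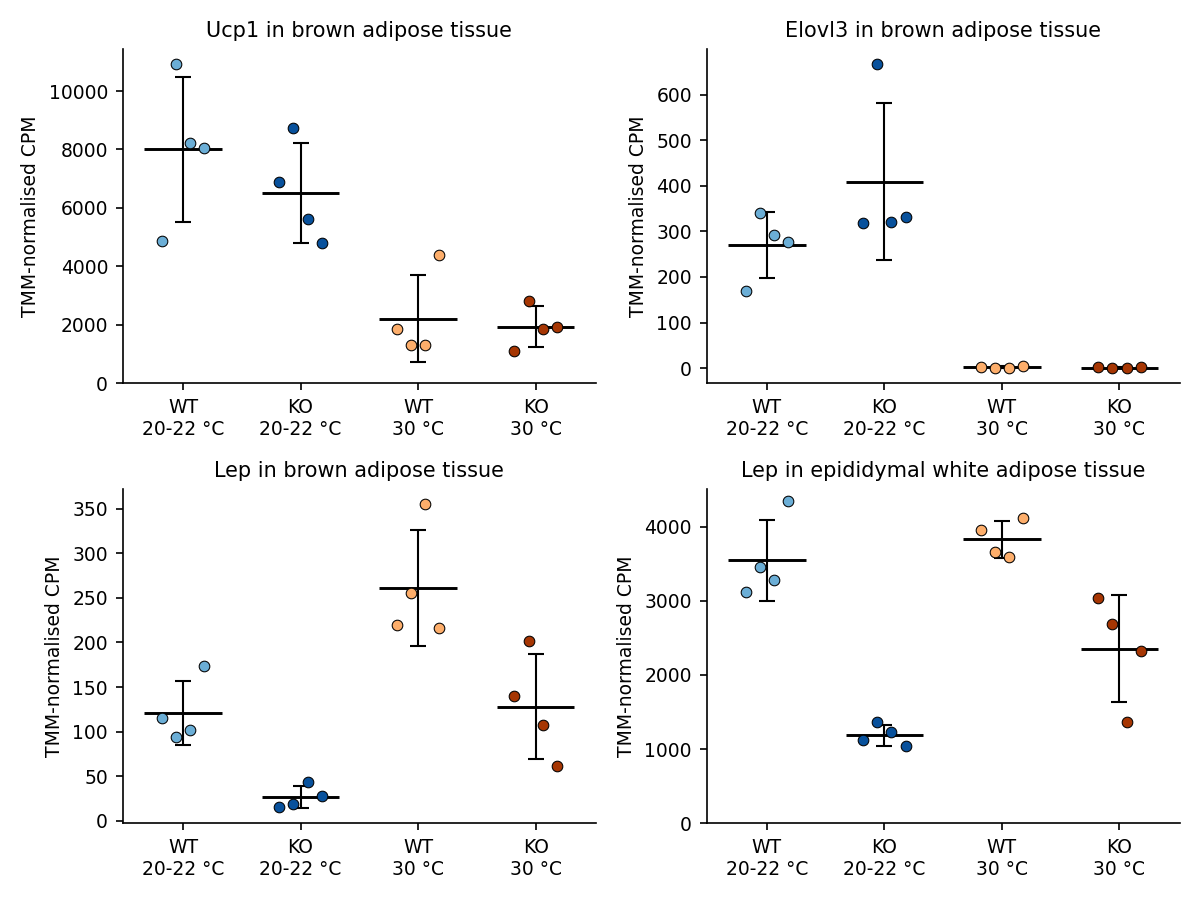
Ucp1, Elovl3 and Lep in BAT and Lep in eWAT in CPM (TMM-scaled, linear axes) for WT and KO mice at 20-22 °C and 30 °C; points are the 4 libraries of a group, lines their means and bars the SD. Ucp1 and Elovl3 are lower at 30 °C in both genotypes, and Lep in eWAT is lower in KO (1185 against 3544 CPM at 20-22 °C).

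In eWAT, the comparison of genotypes asked whether the deletion in hepatocytes was accompanied by changes in the fat depot. At RT edgeR called 821 of 18933 genes, 228 higher and 593 lower in KO (3358 at an unadjusted p under 0.05, 947 expected by chance), and 311 of them changed at least 2-fold. DESeq2 called 1509, and without WT RT replicate 18, a library with epididymis transcripts, 287 were called. Lep was at 3544 ± 548 CPM (SD, n = 4) in WT and 1185 ± 139 CPM in KO (log2 change -1.58, SE 0.19, adjusted p 0.00101, no overlap). Adipoq (ENSMUSG00000022878) was at 3362 ± 530.4 CPM and 3583 ± 1128 CPM (log2 change 0.09, adjusted p 0.873, groups overlapping), and its sign turned when 1 library was left out. Cfd (ENSMUSG00000061780) rose from 1849 ± 384 CPM to 6097 ± 1096 CPM (log2 change 1.72, SE 0.42, adjusted p 0.0315), although without WT RT replicate 18 its adjusted p was 0.105 (range over its alternatives 0.000892 to 0.105). Lypd1 (ENSMUSG00000026344) rose from 0.677 ± 0.372 CPM to 3.53 ± 1.24 CPM (log2 change 2.38, SE 0.57, adjusted p 0.0236), a call also lost without that library. Lipf (ENSMUSG00000024768) fell from 15.3 ± 13.1 CPM to 0.299 ± 0.260 CPM (log2 change -5.69, SE 0.98, adjusted p 0.00809), with KO RT replicate 19 at 0.683 CPM above the rest of its group, and Tph2 (ENSMUSG00000006764) fell from 23.7 ± 16.2 CPM to 0.648 ± 0.480 CPM (log2 change -5.20, SE 1.03, adjusted p 0.0167), a call lost without WT RT replicate 18 (adjusted p 0.0535, range over its alternatives 6.69e-06 to 0.0535). Other selected genes in eWAT included Fn3k (ENSMUSG00000025175, 2.19), Gbp11 (ENSMUSG00000092021, 2.03), Trdn (ENSMUSG00000019787, -6.41), Itgad (ENSMUSG00000070369, -5.23) and Slc5a7 (ENSMUSG00000023945, -5.17). Of these, Fn3k lost its call without WT RT replicate 18 (adjusted p 0.115, range 0.00296 to 0.115), Gbp11 without KO RT replicate 16 (0.0843, range 0.00149 to 0.0843) and Trdn without KO RT replicate 19 (0.0567, range 1.61e-06 to 0.0567).

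At TN edgeR called 111 genes in eWAT, 33 higher and 78 lower in KO (2603 at an unadjusted p under 0.05, 947 expected by chance), and DESeq2 675. Fitting only the 8 libraries compared gave 0 by edgeR (2868 at an unadjusted p under 0.05), and leaving out 1 library gave 1 (without KO TN replicate 5, among others) to 238 (without WT TN replicate 8). Adgrg2 (ENSMUSG00000031298) rose from 11.3 ± 2.93 CPM (SD, n = 4) to 55.1 ± 27.4 CPM (log2 change 2.29, SE 0.30, adjusted p 0.015), with WT TN replicate 23 at 15.7 CPM above the rest of its group. Tph2 fell from 112 ± 66.8 CPM to 4.03 ± 3.31 CPM (log2 change -4.79, SE 0.94, adjusted p 0.0452) and Il1rn (ENSMUSG00000026981) from 10.6 ± 5.74 CPM to 1.73 ± 0.348 CPM (log2 change -2.61, SE 0.52, adjusted p 0.0401), with replicate 8 of the WT group the lowest of it at 2.41 CPM. Hif3a (ENSMUSG00000004328, 2.09), Tmem88b (ENSMUSG00000073680, 1.94), Dennd2d (ENSMUSG00000027901, 1.82) and Dnah3 (ENSMUSG00000052273, 1.70) were the other selected increases, and Il13ra2 (ENSMUSG00000031289, -3.92), Otop1 (ENSMUSG00000051596, -3.03) and Fcgr4 (ENSMUSG00000059089, -2.12) the other selected decreases. All 10 calls were lost without WT TN replicate 6 or without KO TN replicate 5, each of which left 1 gene called. Lep fell from 3827 ± 253 CPM to 2353 ± 721 CPM at TN without overlap, but was not called over all genes by edgeR (log2 change -0.70, SE 0.19, adjusted p 0.0847), whereas DESeq2 called it (adjusted p 0.00597, range over its alternatives 0.00597 to 0.253).

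Housing temperature alone called 0 genes in eWAT of WT by edgeR (1324 at an unadjusted p under 0.05, 947 expected by chance, lowest adjusted p 0.0801) and 100 by DESeq2. In KO it called 330, 194 higher and 136 lower at TN, against 1154 by DESeq2 and 0 by edgeR when only the 8 libraries compared were fitted (3018 at an unadjusted p under 0.05). Leaving out 1 library gave 0 (without KO TN replicate 3) to 642 (without KO RT replicate 16). The majority direction was not stable, since 250 of 467 genes were lower with a filter of at least 1 CPM in 4 libraries and 380 of 642 without KO RT replicate 16. Map1a (ENSMUSG00000027254) rose from 14.3 ± 3.97 CPM (SD, n = 4) to 91.1 ± 52.4 CPM (log2 change 2.67, SE 0.41, adjusted p 0.0178) and Chchd10 (ENSMUSG00000049422) fell from 38.7 ± 11.4 CPM to 10.3 ± 2.77 CPM (log2 change -1.91, SE 0.31, adjusted p 0.0178). Lep rose by 0.99 (SE 0.19, adjusted p 0.0212, all TN libraries above all RT libraries), a call lost without KO TN replicate 3 (adjusted p 0.0929, range over its alternatives 3.16e-05 to 0.0929). The remaining selected genes were Cacna1e (ENSMUSG00000004110, 2.67), Zfp618 (ENSMUSG00000028358, 2.42), Mrc2 (ENSMUSG00000020695, 2.41), Fcamr (ENSMUSG00000026415, 2.35), Cox8b (ENSMUSG00000025488, -1.503), Parm1 (ENSMUSG00000034981, -1.41), Fam19a5 (ENSMUSG00000054863, -1.35) and Pemt (ENSMUSG00000000301, -1.07). As no gene was called without KO TN replicate 3, all of these calls rested on that library being included. No gene was called for the interaction in eWAT by edgeR (1439 at an unadjusted p under 0.05, 947 expected by chance), against 12 by DESeq2.

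The 9 lists of genes fixed in advance were tested as sets in each of the 15 comparisons, 135 tests in all. Camera with a preset correlation of 0.01 called 64 of them at an adjusted p under 0.05. Of these, 24 held under fry, and with the correlation between genes estimated from the data none of the 135 was called, which moved the family most (lowest adjusted p 0.165). The values that follow are medians over a list of the log2 change, for lists called by both camera and fry. Lipid storage genes were lower in KO liver at RT (-0.73, 12 of 12 genes lower) and at TN (-0.93, 11 of 12 lower). At RT 6 of these 12 genes passed when adjusted over the list alone and 0 over all genes tested, and at TN 9 and 4. In liver at TN, lipogenesis (-0.49) and fatty acid oxidation genes (-0.42, 16 of 16 lower) were called by camera but not by fry, with 5 and 7 genes passing when adjusted over the list alone and 2 and 4 over all genes tested. Macrophage genes went the other way there (0.75, 15 of 16 higher), likewise called by camera (adjusted p 0.00199) and not by fry (0.114). In liver at RT macrophage genes were lower in KO (-0.57, 13 of 16 lower), again called by camera (adjusted p 0.0193) and not by fry (0.43). From RT to TN in KO liver, fibrosis (0.91) and macrophage genes (1.23, 16 of 16 higher) rose, with 8 and 10 genes adjusted over the list alone and 1 and 0 over all genes tested. In BAT, thermoneutral housing lowered thermogenesis (-1.34 in WT and -1.07 in KO), lipogenesis (-2.29 and -1.81), fatty acid oxidation (-1.06 and -0.58) and cholesterol synthesis genes (-1.70 and -1.66), and raised fibrosis (1.53 and 0.95) and macrophage genes (1.91 and 1.72). Lipid storage genes were lower in WT (-0.57), and not called in KO (-0.31, camera adjusted p 0.389, 9 of 12 lower). In the thermogenesis list 8 of 14 genes passed in WT both when adjusted over the list alone and over all genes tested, and in KO 10 and 8. Between genotypes in BAT, lists were called by camera alone. Macrophage genes were lower in KO at RT (-0.67, 14 of 16 lower, fry adjusted p 0.381) and at TN (-0.67, 15 of 16 lower, fry adjusted p 0.0587). Fibrosis genes were lower at TN (-0.32, 11 of 14 lower, fry adjusted p 0.0896). Lipid storage genes were lower at RT (-0.39), and mature adipocyte genes higher at TN (0.20). In eWAT at RT, fibrosis genes were lower in KO (-0.90, 14 of 14 lower, with 11 genes adjusted over the list alone and 6 over all genes tested), and at TN macrophage genes (-0.82, 16 of 16 lower, with 10 and 1). At RT the macrophage genes had a median of -0.90 (15 of 16 lower) and were called by camera alone (fry adjusted p 0.0569). At TN the fibrosis genes had a median of -0.39 (13 of 14 lower) and were likewise called by camera alone (fry adjusted p 0.0544). From RT to TN, lipogenesis genes fell in eWAT of WT (-0.43) and KO (-0.52), macrophage genes rose in WT (0.71), and in KO fatty acid oxidation genes fell (-0.32) and fibrosis genes rose (0.70). Macrophage genes also rose in KO (0.66, 16 of 16 higher, fry adjusted p 0.112), called by camera alone. The same held for fibrosis genes in WT (0.32, 12 of 14 higher, fry adjusted p 0.128). The renin-angiotensin list was not called by camera in any comparison, but fry called it between genotypes in liver at TN (median -0.04, 5 of 9 genes lower, fry adjusted p 0.0498) and for temperature in WT BAT (median 0.57, 6 of 8 higher, fry adjusted p 0.0311). The liver test was not repeated without Agt, the deleted gene. Lists whose median, mean and test differed in sign occurred only among those not called by camera, such as thermogenesis in liver at RT (median 0.14, mean -0.17).

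How far the genotype effect at one temperature resembled that at the other was described by correlating the log2 changes across genes. Genes are not independent replicates, so no p is attached. Pearson's r was 0.164 in liver (Spearman 0.223), 0.0485 in BAT (0.0863) and 0.157 in eWAT (0.243). The alternatives that moved these values most were leaving out KO RT replicate 16 in liver (0.0418), leaving out KO TN replicate 2 in BAT, which turned the sign (-0.246), and a stricter filter of at least 1 CPM in 4 libraries in eWAT (0.307). Of the 560 genes called in liver at TN, 478 (85.4%) had the same sign at RT, and 8 of the 15 called at RT were also called at TN. In eWAT 756 of the 821 genes called at RT (92.1%) had the same sign at TN, and all 47 genes called at both temperatures did. The temperature effects in WT and KO correlated at 0.606 in BAT (Spearman 0.651), 0.108 in liver and 0.218 in eWAT. In BAT 2254 genes were called in both genotypes, of which 2251 changed in the same direction.

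Finally, the genotype effect was compared between the 3 tissues with an F test per gene over the 24 libraries of each housing temperature. It depended on the tissue in 265 of 19899 genes at RT (3212 at an unadjusted p under 0.05, 995 expected by chance) and in 195 of 20374 at TN (3231 and 1019). With the replicate number as a block, the alternative that moved these counts most as a ratio, 9 genes were called at RT and 8 at TN. Agt was not among the genes called (adjusted p 0.479 at RT and 0.336 at TN), although its fall in liver was called at both temperatures. In the fits per tissue, the SE of its change was 0.18 in liver at both temperatures. In BAT it was 1.26 at RT and 1.22 at TN. The missing call therefore does not show that the Agt change was alike in the 3 tissues. Leaving out 1 library moved the counts upwards without BAT WT RT replicate 12, to 1127, and without BAT WT TN replicate 24, to 441, and downwards to 115 (without BAT WT RT replicate 17) and 42 (without liver KO TN replicate 4).

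Marker genes of other tissues were summed in each library, since a dissected piece can hold more than 1 tissue. Skeletal muscle markers (15 genes) ranged from 3.15 to 10520 CPM over the BAT libraries, with group means of 176 CPM in WT and 1797 CPM in KO at RT and of 3776 CPM and 2982 CPM at TN, and from 10.4 to 44.9 CPM over those of eWAT. Hepatocyte markers (12 genes) ranged from 31.2 to 5392 CPM in eWAT and from 9.32 to 2952 CPM in BAT, against 63580 to 105600 CPM in liver. Epididymis markers reached 993 CPM in eWAT WT RT replicate 18, and the next eWAT library had 18.0 CPM. Lymph node and B cell markers ranged from 7.70 to 28.9 CPM in eWAT, from 1.34 to 16.1 CPM in BAT and from 4.90 to 24.7 CPM in liver. In BAT at RT the genotypes did not overlap, with 1.34 to 1.90 CPM in WT and 2.08 to 16.1 CPM in KO. Nor did they in liver at TN, with 7.81 to 10.95 CPM in WT and 13.2 to 24.7 CPM in KO. In the other comparisons of genotypes they overlapped. The epididymis sums and the lymph node and B cell sums were not used as covariates.

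**Figure D5:**
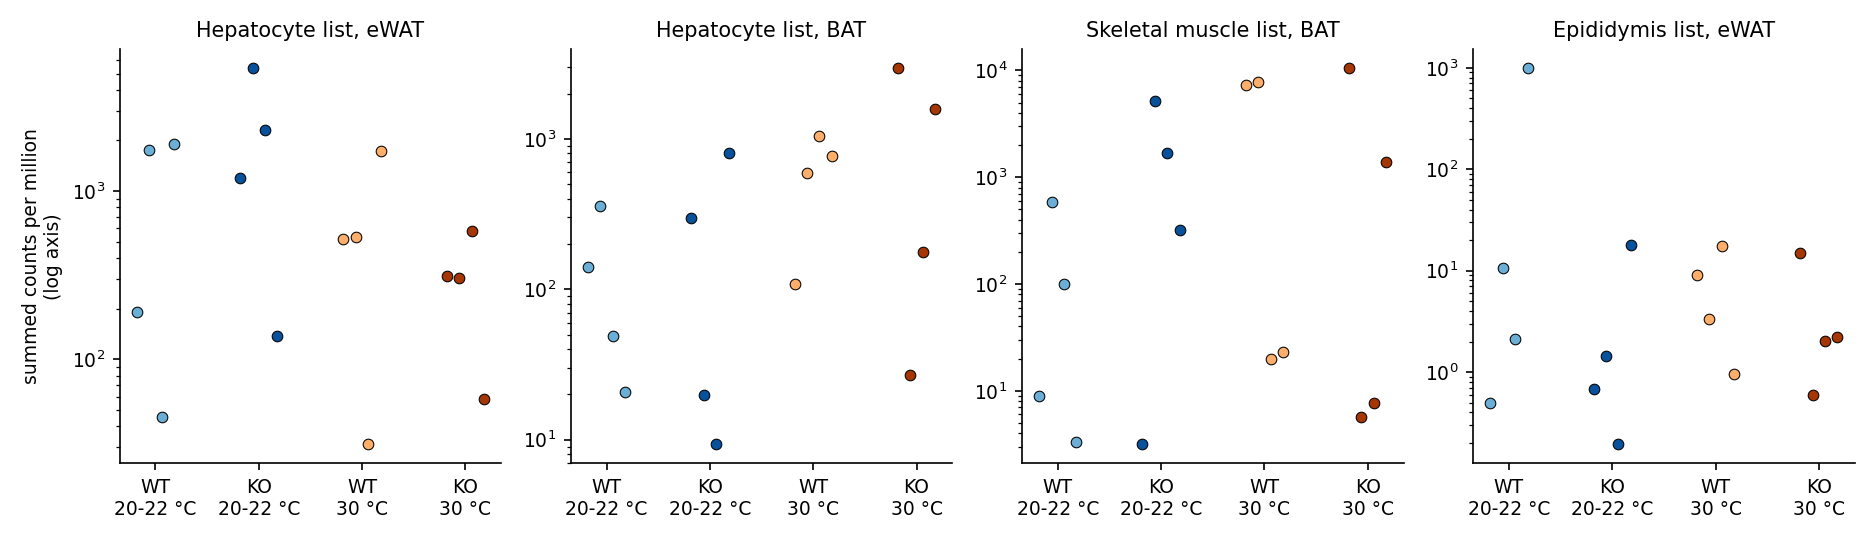
Summed CPM (log axis) of marker genes of other tissues in the libraries of each group; each point is 1 library, for WT and KO mice at 20-22 °C and 30 °C. Muscle markers in BAT span 3.15 to 10520 CPM, and 1 WT eWAT library at 20-22 °C holds 993 CPM of epididymis markers.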

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

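The tests of Agt carry-over in BAT and the comparisons with other splits of the libraries were chosen only after the results were seen. Single libraries stood far from the other 3 of their group in 10 of 148 group values examined, where chance alone gives about 7.4.

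In BAT, Agt was 4.28 CPM in KO RT replicate 9 against 0.0734 to 0.545 CPM in the other 3, and 2.28 CPM in WT RT replicate 15 against 0.209 to 0.542 CPM. Both libraries had the highest sum of hepatocyte markers of their group, at 802.5 and 358 CPM. Agt from liver at that share would give 1.48 and 1.55 CPM, and the observed plain CPM was 2.48 and 1.11 times as high. RNA or tissue carried over from liver is therefore a candidate explanation of the Agt counts in these 2 libraries. It does not account for Agt in every BAT library, since WT TN replicate 24, with the fewest hepatocyte markers of its group, had 2.56 CPM against 0.472 CPM, 5.42 times as high, and KO RT replicate 19 stood at 6.92 times, at only 0.119 CPM. Expression in BAT itself stays open, as do deletion effects on it.

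In liver, Fasn was 253 CPM in WT RT replicate 15 against 1001 to 1148 CPM in the rest of its group, and Plin2 was 877 CPM in WT RT replicate 11 against 562 to 611 CPM. In BAT, Elovl3 was 666 CPM in KO RT replicate 10 against 319 to 331 CPM, and Rspo4 was 0.12 CPM in WT TN replicate 24, the other 3 having 0. In eWAT, Lipf was 0.683 CPM in KO RT replicate 19 against 0.112 to 0.204 CPM. Adgrg2 was 23.3 CPM in WT RT replicate 15 against 12.7 to 14.2 CPM, and 15.7 CPM in WT TN replicate 23 against 9.32 to 10.2 CPM. Adgrg2 is also transcribed in epididymis, but the library with most epididymis markers, WT RT replicate 18, had the lowest Adgrg2 of its group, at 12.7 CPM. The total of eWAT KO RT replicate 16 was 33.2 megacounts (M) against 31.0 to 31.1 M. Beyond this look at Adgrg2 and epididymis markers, no explanation was tested for the values in this paragraph, and differences between single mice stay open.

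The genotype effect differed between tissues in 265 genes at RT and 195 at TN. Over splits of the libraries that kept equal numbers together across tissues, 2 of 55 at RT and 1 of 60 at TN gave as many genes, the real split included. With the replicate number as a block, 9 and 8 genes were called. Among other splits the most was 410 genes at RT and 183 at TN. At RT the lowest adjusted p was that of Sfxn1 (adjusted p 8.35e-05 by edgeR), whose liver change minus that in eWAT was -1.45, and at TN Wfdc17 was 1 of several genes sharing the lowest (adjusted p 0.0113), and its liver change exceeded that in BAT by 3.06. Carry-over of other tissues and the biology of the tissues both stay open.

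Some lists showed an interaction of genotype and temperature by camera with the preset correlation, while fry called none of them. In liver the medians of the log2 interaction were -0.49 for lipogenesis (camera adjusted p 0.000239), -0.25 for fatty acid oxidation (0.00314), 0.37 for fibrosis (0.0389) and 1.27 for macrophages and inflammation (1.11e-06, with 16 of 16 genes positive and a fry adjusted p of 0.11). In BAT they were 0.26 for lipid storage (0.0105), -0.5 for fibrosis (0.00314) and 0.36 for mature adipocytes (0.00192). In eWAT they were -0.20 for fatty acid oxidation (0.00609) and 0.33 for fibrosis (0.024). Correlation between the genes of a list could give such results, since none held with an estimated correlation. For single genes, all 100 splits drawn in liver gave at least the 0 genes of the real interaction, as did all 100 in BAT and all 100 in eWAT, which for a count of 0 is fixed in advance.

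Over their list alone, Ace in BAT (interaction -1.27, adjusted p 0.00872 over the list and 0.435 over all genes) and Lep in eWAT (interaction 0.88, adjusted p 0.0445 over the list and 0.553 over all genes) showed an interaction by edgeR. Over all genes neither was called. No technical explanation was tested for these, and a genotype effect that depends on housing stays open.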

How the results depend on the processing

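The covariate fits and the alternatives for the agreement of temperature effects were the tests chosen only after the results were seen. With the muscle markers as a covariate, 11 genes were called between genotypes in BAT at RT, and 5716 and 2694 for temperature in WT and KO. With the hepatocyte markers 758 were called between genotypes in eWAT at RT.

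DESeq2 gave more calls in every comparison, and by more than 1.5 times in 13 of 15. In liver it called 203 genes between genotypes at RT, 1111 at TN, 75 for temperature in WT, 362 in KO and 17 for the interaction. In BAT it called 981 at RT, 20 at TN and 21 for the interaction, and in eWAT 1509 at RT, 675 at TN, 100 for temperature in WT, 1154 in KO and 12 for the interaction. The cause was not tested. It called all 15 genes of edgeR in liver at RT, 557 of 560 at TN and all 16 in BAT at RT, with none of opposite sign.

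Without a filter on low counts, edgeR called 25 genes between genotypes in liver at RT, 10 for temperature in WT liver and 77 in KO liver, 47 between genotypes in BAT at RT and 1 for temperature in WT eWAT. With at least 1 CPM in 4 libraries it called 9 in liver at RT and 0 in BAT at RT, and the agreement between RT and TN was 0.253 in liver and 0.307 in eWAT. The agreement of temperature effects was then 0.189 in liver, 0.716 in BAT and 0.403 in eWAT. RLE scaling gave 0 in BAT at RT (3530 at an unadjusted p under 0.05). With only the 2 groups compared, fitted on fewer libraries, edgeR called 8 for temperature in WT liver and 13 in KO liver, 0 in BAT at RT (3040 at an unadjusted p under 0.05), 0 in eWAT at TN (2868) and 0 for temperature in KO eWAT (3018). For these, too, the cause was not tested.

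With the replicate number as a replicate block over the 3 tissues, the genotype effect differed between tissues in 9 genes at RT and 8 at TN, of which 8 and 4 were among the 265 and 195 called without it. Whether a number marks 1 mouse across tissues is not stated. No number occurs in more than 1 group of genotype and housing, as would hold for mice. The median correlation between libraries of equal number was -0.0820 over 11 pairs of BAT and eWAT, 0.0234 over 13 of liver and BAT and 0.0245 over 11 of liver and eWAT, against 0.000745, -0.00468 and -0.00322 for other pairs, which does not decide it.

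Leaving out each library in turn gave ranges of 4 to 19 genes for the genotype effect in liver at RT, 178 to 497 at TN, 2 to 23 for temperature in WT, 0 to 153 in KO and 0 to 0 for the interaction. In BAT the ranges were 0 to 1979 at RT, 0 to 0 at TN, 4468 to 6685 for temperature in WT, 1920 to 2614 in KO and 0 to 21 for the interaction. In eWAT they were 287 to 830 at RT, 1 to 238 at TN, 0 to 13 for temperature in WT, 0 to 642 in KO and 0 to 4 for the interaction. The tissue comparison gave 115 to 1127 at RT and 42 to 441 at TN. The agreement between RT and TN ranged from 0.0418 to 0.254 in liver, from -0.246 to 0.110 in BAT and from 0.0752 to 0.18 in eWAT, and in BAT it was also negative without KO RT replicate 9 (-0.00653) and WT TN replicate 24 (-0.000533). That of temperature effects ranged from 0.0406 to 0.143, from 0.344 to 0.595 and from 0.0795 to 0.235. Agt changed by -1.25 to -1.05 in liver at RT and -1.42 to -1.18 at TN, by -1.74 to 1.78 and -0.99 to 0.89 in BAT, and by 0.65 to 0.96 and 1.01 to 1.99 in eWAT.

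Other changes of sign concerned values that were not called. Without 1 library Agt was 0.12 for temperature in KO liver (0.0141 with RLE, 0.0064 with the stricter filter and 0.0141 with DESeq2), -0.31 for temperature in KO BAT, 2.22 for the interaction in BAT and -0.0147 for temperature in KO eWAT. In liver, Srebf1 became 0.0739 at RT and -0.20 for temperature in WT, Scd1 -0.0950 for temperature in KO, Cd36 -0.14 and Plin2 -8.25e-05 for the interaction. In BAT, Ucp1 became 0.38 between genotypes at TN and -0.13 for the interaction. In eWAT, Adipoq became -0.0672 at RT, -0.11 at TN, 0.0752 for temperature in WT, 0.0635 in KO and 0.0849 for the interaction.

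Of 93 called results for named genes, 92 stayed called with DESeq2, 82 with RLE scaling, 80 with each filter setting, 52 with only the 2 groups compared and 34 whichever library was left out. None of the 93 changed sign. Of fixed genes not called by edgeR, DESeq2 called Cd36 in liver at RT, Cidec and Plin2 at RT and TN, and Lep in eWAT at TN. Of the 64 gene set results called by camera, RLE scaling kept 64, leaving out libraries 44, fry 24 and an estimated correlation 0.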

Other observations

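The tests of fold changes without 1 eWAT library, with marker sums as covariates, of clock genes and of other splits of the libraries were chosen only after the results were seen.

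Over the 35 splits of 8 libraries into 4 and 4, the number giving at least as many called genes, the real split included, was 3 for genotype in liver at RT, 1 at TN, 3 for temperature in WT liver and 1 in KO liver. In BAT it was 2 for genotype at RT, 1 for temperature in WT and 1 in KO, and in eWAT 1 for genotype at RT, 1 at TN and 1 for temperature in KO. For genotype in BAT at TN and temperature in WT eWAT, with 0 genes by edgeR (945 and 1324 at an unadjusted p under 0.05, 20 and 100 genes by DESeq2), it was 35 of 35. For a count of 0 that outcome is fixed in advance and decides nothing. The 15 genes in liver at RT, the 4 in WT liver and the 16 in BAT at RT were thus reached by 8.57%, 8.57% and 5.71% of splits. Among other splits the most genes called were 67 for genotype in liver at RT and 35 for temperature in WT liver. In BAT they were 222 for genotype at RT and 4258 for temperature in WT. In the other comparisons with called genes the most was 34, for temperature in KO eWAT.

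Hepatocyte transcripts in part of the adipose libraries were consistent with RNA or tissue carried over from liver. In the eWAT library with most, KO RT replicate 16 (a share of 5.9%), the excess of 20 other liver transcripts over the library with the fewest hepatocyte markers was at a median 1.09 times what that share would give, and in BAT KO TN replicate 2 (3.24%) 0.914 times. Single transcripts varied, from -48.7 times for Hp to 4.16 times for Cyp2e1 in eWAT, and some were lower than in the library with the fewest markers. All 12 hepatocyte markers exceeded 1 CPM in the median adipose library. With their sum as a covariate, 80.9% of the 821 genes called in eWAT at RT kept their call, which argues against carry-over as the whole cause.

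Skeletal muscle markers rose and fell together over the BAT libraries (median Spearman correlation over marker pairs 0.946, across 16 libraries), so that muscle in the dissected piece is a candidate source. With their sum as a covariate 50% of the 16 genes called in BAT at RT, 8 genes, kept their call, all 16 kept their sign, and the median ratio of the changes was 1.03. The criterion, written before the fit was run, took 50% or more as evidence against muscle as the cause, and the value lay on that limit.

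Epididymis markers in eWAT WT RT replicate 18 cannot be told apart from other sources, since 64.3% of the detected markers (9 of 14) were highest there, between the values set in advance. Without that library 34.2% of the genes called in eWAT at RT kept their call, which by the test set in advance would make it the cause. Whether it was cannot be told apart from a loss of power, because leaving out 3 of the other 7 libraries also kept fewer than 50%, with a range of 43.1% to 82.8%. None of the 281 genes called by edgeR both with and without it changed sign. Signs were not counted for the called genes that lost their call, so this decides little. Over the genes called with it, the median ratio of the changes was 0.934, a test that argues against epididymis as the source of their size.

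More genes were called between genotypes in liver at TN than at RT, and 2 explanations cannot be told apart. The within-group spread at RT was 1.12 times that at TN, between the values set in advance. In genes called at TN without a pair of libraries, the RT change was 0.539 of the TN change in the libraries left out, and it was smaller than the TN change for all 16 pairs (0.443 to 0.833). This points toward a smaller effect at RT, but the criterion written beforehand asked for less than 0.5 and was not met over all pairs together, and the pairs share libraries. The explanation was left open after that range was seen. The interaction called no gene by edgeR, with 1290 at an unadjusted p under 0.05 and 17 genes by DESeq2.

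Passenger alleles near the modified locus were examined through the 49 genes called between genotypes in 2 or more tissues. They lay on 18 chromosomes, with 12.2% on the chromosome holding most, against at most 7.73% of tested genes, which argues against such alleles as the cause of most of them.

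Time of collection is not stated. In liver between genotypes at TN, 2 clock genes were called by edgeR, both over the list alone and over all genes tested, Cry1 (-1.33, adjusted p over all genes 0.00531) and Hlf (-0.62, adjusted p 0.0208), both lower in KO. In BAT at TN against RT, Per1 (1.22, adjusted p 0.00483) and Ciart (-1.92, adjusted p 0.0298) were called over all genes in WT, and Ciart (-2.37, adjusted p 0.0206) in KO. Different collection times cannot be told apart from an effect of genotype or housing on these genes. In liver at TN 1 evening and 1 morning gene fell together while the medians of the evening and morning genes, 0.34 and -0.55, went opposite ways, and in WT BAT the 2 genes called, both evening genes, moved apart.

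Agt counts remained in KO liver at 125 to 207 CPM. Transcripts of a deleted allele that are still counted, cells other than hepatocytes and incomplete deletion all stay open, and none was tested.

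Of 16077 genes tested in both liver at TN and eWAT at RT, 41 were called between genotypes in both, where 25.1 are expected by chance. Of these, 19 were lower in KO liver and higher in KO eWAT, 19 lower in both, 2 the reverse of the former and 1 higher in both. Among the 19 were genes of mitochondrial metabolism, such as Sdha (-0.55 in liver and 0.56 in eWAT) and Suclg2 (-0.53 and 0.65), which were singled out after their values were seen. No explanation was tested.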
